# Epigenetic changes mediated by polycomb repressive complex 2 and E2a are associated with drug resistance in a mouse model of lymphoma

**DOI:** 10.1186/s13073-016-0305-0

**Published:** 2016-05-04

**Authors:** Colin Flinders, Larry Lam, Liudmilla Rubbi, Roberto Ferrari, Sorel Fitz-Gibbon, Pao-Yang Chen, Michael Thompson, Heather Christofk, David B Agus, Daniel Ruderman, Parag Mallick, Matteo Pellegrini

**Keywords:** Burkitt’s lymphoma, Mafosfamide, Resistance, Histone, Methylation, Epigenetics

## Abstract

**Background:**

The genetic origins of chemotherapy resistance are well established; however, the role of epigenetics in drug resistance is less well understood. To investigate mechanisms of drug resistance, we performed systematic genetic, epigenetic, and transcriptomic analyses of an alkylating agent-sensitive murine lymphoma cell line and a series of resistant lines derived by drug dose escalation.

**Methods:**

Dose escalation of the alkylating agent mafosfamide was used to create a series of increasingly drug-resistant mouse Burkitt’s lymphoma cell lines. Whole genome sequencing, DNA microarrays, reduced representation bisulfite sequencing, and chromatin immunoprecipitation sequencing were used to identify alterations in DNA sequence, mRNA expression, CpG methylation, and H3K27me3 occupancy, respectively, that were associated with increased resistance.

**Results:**

Our data suggest that acquired resistance cannot be explained by genetic alterations. Based on integration of transcriptional profiles with transcription factor binding data, we hypothesize that resistance is driven by epigenetic plasticity. We observed that the resistant cells had H3K27me3 and DNA methylation profiles distinct from those of the parental lines. Moreover, we observed DNA methylation changes in the promoters of genes regulated by E2a and members of the polycomb repressor complex 2 (PRC2) and differentially expressed genes were enriched for targets of E2a. The integrative analysis considering H3K27me3 further supported a role for PRC2 in mediating resistance. By integrating our results with data from the Immunological Genome Project (Immgen.org), we showed that these transcriptional changes track the B-cell maturation axis.

**Conclusions:**

Our data suggest a novel mechanism of drug resistance in which E2a and PRC2 drive changes in the B-cell epigenome; these alterations attenuate alkylating agent treatment-induced apoptosis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13073-016-0305-0) contains supplementary material, which is available to authorized users.

## Background

Many anticancer therapies lose effectiveness over time as tumors acquire resistance. Despite significant study [1], acquired resistance remains a major obstacle to improving remission rates and achieving prolonged disease-free survival. A number of explanations for resistance have been proposed, including the presence of cancer stem cells [2] and mutations that confer drug resistance [3].

Although Burkitt’s lymphoma is extremely aggressive [4], 90–95 % of children receiving the standard-of-care therapy, a combination treatment of rituximab, cyclophosphamide, doxorubicin, vincristine, and prednisone, enter complete remission. Treatment of adults is not as successful [5], in part due to acquired resistance. In both children and adults, salvage treatment has a poor success rate, with only one-third of children and very few adults obtaining positive outcomes from salvage therapy.

The mechanisms underlying acquisition of resistance in Burkitt’s lymphoma are only partially understood. Numerous genetic mechanisms have been hypothesized, including up-regulation of expression of proteins involved in drug efflux, such as the ATP-binding cassette transporter family, cyclophosphamide inactivation through aldehyde dehydrogenase up-regulation, increased expression of DNA repair enzymes, and deregulation of apoptosis through the loss of *Tp53* [1]. Genetic mutations are unable to explain cases of acquired resistance that arise rapidly or that reverse in response to a drug holiday [6, 7].

Alterations in histone modifications and DNA methylation that lead to an altered transcriptional program have been proposed to lead to acquired drug resistance in B-cell lymphoma [8, 9]. Recent work in an in vitro model of Burkitt’s lymphoma has shown that treatment with the DNA methylation inhibitor 5-azacytidine reactivates expression of *Id2*, which encodes a repressor of translocated Myc, resulting in the inhibition of proliferation [10]. Similarly, treatment of lymphoma cell lines with the histone deacetylase inhibitor suberoylanilide hydroxamic acid has been shown to re-sensitize lymphoma cell lines to various therapeutic agents [11].

Studies of clinical specimens have revealed that tumors are both genetically and epigenetically heterogeneous [8, 12]. The role of genetic heterogeneity within tumors and its effect on treatment response and outcome has been extensively studied, but less is known about how epigenetic heterogeneity impacts disease progression and clinical outcome. Previous studies have shown that drug treatment generates selective pressure on heterogeneous populations that leads to the enrichment of specific genetically distinct subpopulations [13, 14]. These subpopulations can ultimately become the dominant population in a tumor, resulting in resistance to the therapeutic agent. It is possible that similar mechanisms of selection act at the epigenetic level. Recent research in prostate cancer has documented the inherent heterogeneity of DNA methylation in patient tumor samples [15], though the selection of epigenetically distinct subpopulations has yet to be shown.

Here we used dose escalation with mafosfamide on parental *Eμ-Myc Cdkn2a*^-/-^ non-Hodgkin’s B-cell lymphoma cells to generate a series of drug-resistant cell lines. We then investigated the mechanism by which these cells acquired resistance. In our experiment, parental cells were cultured with increasing doses of mafosfamide, from 100 nM to 4 μM, over 5 weeks. At four steps in the dose escalation, resistant clones were isolated and molecularly profiled. Whole-genome sequencing of the parental and resistant cell lines did not reveal any genetic alterations that might explain the acquired resistance. However, analyses of transcriptomic and DNA methylation profiling suggested that the acquired resistance is associated with genes and promoters targeted by transcription factor E2a and by members of the polycomb repressive complex 2 (PRC2), Suz12 and Pcl2. An integrative analysis considering histone H3 lysine 27 trimethylation (H3K27me3) further supported a role for PRC2 in mediating resistance. Comparison of the transcriptomic data from resistant lines and from B cells at different developmental stages [16] suggested that resistance is associated with epigenetic changes that are found along the B-cell maturation axis. E2a is a master regulator of B-cell development in mice. An analysis of human diffuse B-cell methylation data revealed that the methylation status of genes regulated by the human ortholog of E2a, TCF3, is associated with treatment failure. Thus, our study implicates epigenetic factors in evolution of acquired resistance.

## Methods

### Creation of resistant *Eμ-Myc Cdkn2a*^-/-^ lines

The parental *Eμ-Myc Cdkn2a*^-/-^ lymphoma line was generated from a C57BL/6 J mouse as described in Schmitt et al. [17]. Lymphoma cells from these mice were cultured in vitro to generate the cell line. Resistant strains were generated from this parental line via dose escalation from 100 nM to 4 μM of mafosfamide (Cell Signaling Technology) over a 34-day period.

### Cell viability and cell cycle analysis

Cell viability was measured using the Perkin-Elmer Operetta platform with 2.5 μM Draq5 (Abcam) for nuclear detection and 5 μg/mL of propidium iodide (Sigma-Aldrich, St. Louis, MO, USA) to detect dead cells. For cell cycle analysis, cells were fixed in ethanol and placed in solution with propidium iodide. Cells were gated for G0/G1, S, and M phase on a Beckman LSRII.

### Genome sequencing

Genomes of cell lines were sequenced to a minimum of 8× average coverage using Illumina HiSeq 2000 sequencers. The reads were aligned to the mm9 (MGSCv37) *Mus musculus* reference genome using BWA version 0.6.2-r126 (backtrack) [18] with default parameters. Duplicate reads were removed using PICARD version 1.85(1345) with default parameters (Additional file 1). The whole-genome sequencing data are available via the Sequence Read Archive under accession number SRP071753.

### Oligonucleotide microarray analysis

Oligonucleotide microarray analysis was carried out using Affymetrix GeneChip Mouse Gene ST 1.0. The resulting data are publically available via Gene Expression Omnibus accession GSE60342. Data were quantified and processed with robust multi-array averaging using the justRMA function of the 1.40.0 affy R package [19]. Expression values were log_2_ transformed for further downstream analysis. Probe sets were annotated using the Affymetrix MoGene-1_0-st-v1.na33.2.mm9.probeset.csv file. We selected the top 1000 probe sets ranked by their covariance to identify differentially regulated genes (Additional file 1).

### Transcription factor analysis

Targets for 64 murine transcription factors were identified from ChIPBase (http://deepbase.sysu.edu.cn/chipbase, downloaded August 1, 2013) [20] and limited to genes with binding events within 5 kilobases (kb) of transcriptional start sites. To identify potential upstream regulators, we identified the overlap of chromatin immunoprecipitation-sequencing (ChIP-seq) data with predicted transcription factor targets and used a one-sided Fisher’s exact test to determine significance.

### ChIP-seq

Chromatin was immunoprecipitated as described previously [21]. Briefly, cells were grown to 50 % confluency. Formaldehyde was added for 10 min at room temperature and 100 μl of the lysate (5 × 10^6^ cells) was used for each immunoprecipitation with anti-H3K27me3 (Active Motive, catalogue number 39155). Libraries were sequenced using an Illumina HiSeq 2000 to obtain 50-bp-long reads.

Peaks were called by comparing counts in the immunoprecipitated libraries with input libraries in windows tiling the genome using Poisson statistics as previously described [21]. Combinatorial clustering of data was achieved by determining significant enrichment for the histone mark in each condition within 5 kb upstream of transcription start sites (at least three 50-bp bins with *p* < 1.0e-6). A binary distribution was created based on a promoter being enriched (1) or not enriched (0) and a combinatorial matrix was created with all possible combinations across all conditions. H3K27me3 data were plotted based on the combinatorial clustering and visualized by a Cluster 3.0-generated CDT file loaded on Java-Tree view to produce a heat map. The ChIP-seq datasets are publically available via Gene Expression Omnibus accession GSE78939.

### Bisulfite sequencing

Reduced representation bisulfite (RRBS) libraries were generated following the standard RRBS protocol [22]. The genome was digested with the methylation-insensitive restriction enzyme MspI and fragments from 100 to 300 bases were selected. The fragments were ligated with Illumina adaptors, denatured, and treated with sodium bisulfite. The libraries were sequenced using Illumina HiSeq 2000 sequencers. The reads were aligned using the bisulfite aligner BS Seeker2 [23] to determine where fragments uniquely mapped allowing for three mismatches to the reference genome (mouse mm9). The RRBS datasets are publically available via Gene Expression Omnibus accession GSE78939.

### DNA methylation analysis

To identify DNA methylation changes correlated with resistance, we computed RRBS fragment CpG methylation levels and calculated the covariance between the fragment methylation score and sample order (ordered from least to most resistant; Additional file 1).

### Principal component analysis

Principal component analysis of expression profiles was performed by applying the R *prcomp* function with the scaled option to the expression microarray values of the resistant cell lines and B cells at different stages of development (NCBI Gene Expression Omnibus accession GSE15907). See Additional file 1 for samples used.

## Results

### Generation of resistant lines and assessment of cell cycle characteristics

To investigate the factors driving acquisition of resistance to chemotherapy, we employed a widely used cell line derived from an *Eμ-Myc* mouse model of Burkitt’s lymphoma [17]. We refer to this line as our “parental” line. This model has two genetic alterations: (1) a translocation in the *c-Myc* oncogene that causes its expression to be controlled by an immunoglobulin heavy chain enhancer, thus restricting its expression to B cell lineage cells; and (2) a deletion in *Cdkn2a* that recapitulates a common mutation seen in human tumors [24]. *Eμ-Myc Cdkn2a*^-/-^ mice develop lymphomagenesis with highly invasive tumors with apoptotic defects [17]. Resistant lines were generated by gradually exposing the parental line to increasing concentrations from 100 nM to 4 μM of mafosfamide (an in vitro active form of cyclophosphamide) in cell culture (Fig. 1a, b; Additional file 1: Figure S1). Four resistant sub-clones were isolated during the 5-week period of dose escalation (R100, R500, R1000, and R4000) for subsequent analysis. We refer to these as the “resistant” lines. The cycling rate of our parental and resistant lines in the absence of mafosfamide was very similar (Additional file 1: Table S1, Figure S2), suggesting that the resistance is not associated with large changes in cell cycle phases.

**Fig. 1:**
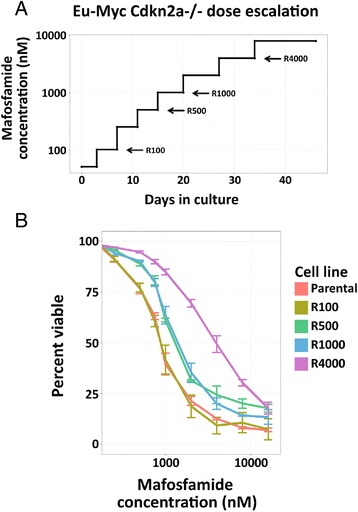
Dose escalation of *Eμ-Myc Cdkn2a* ^-/-^ cells and resistance to mafosfamide. **a** *Eμ-Myc Cdkn2a* ^-/-^ cells were cultured with increasing doses of mafosfamide. After 10, 18, 23, and 37 days, corresponding to cells cultured in 100, 500, 1000, and 4000 nM of mafosfamide, surviving cells were harvested. **b** The percentage viability of the resistant cells was measured after 24-h exposure to mafosfamide

Mafosfamide treatment led to a greater percentage of apoptotic cells in the parental line relative to the resistant lines (Fig. 1b; Additional file 1: Table S1, Figures S1 and S2). In all lines, non-apoptotic cells showed an equivalent cell cycle delay as assessed by the decrease in percentage of cells in G1 and a concurrent increase in G2 percentage upon treatment. As all the lines showed approximately the same amount of cell cycle delay upon treatment in the non-apoptotic fraction, resistance is most likely not a result of an increased cell cycle delay.

### Resistance is unlikely to have arisen by genetic mechanisms

Given the four-fold difference in drug sensitivity between the parental and resistant cell lines (parental half maximal effective concentration, EC_50_, 857 ± 68 nM; R4000 EC_50_ 3446 ± 138 nM, mean ± standard error of the mean), we initially hypothesized that acquired resistance was mediated by genetic variants that were enriched in the population over the course of the dose escalation. To identify possible resistance-associated variants, we performed whole-genome sequencing and identified single-nucleotide variants (SNVs) that showed an increase in allele frequency that correlated with increased resistance. Twenty-three SNVs displayed this pattern (Additional file 1: Figure S3). Of these, 13 had variant alleles in only one sample (the most resistant line) and manual inspection of read alignments showed that the SNVs all occurred solely at the ends of sequencing reads or in repetitive regions (Additional file 1: Table S2) and were, therefore, likely sequencing artifacts. To validate that these were in fact false positives, we performed Sanger sequencing on regions surrounding five of the potential SNVs. No mutations were observed using this sequencing technique (Additional file 1: Figure S4). Additionally, no novel large structural variations or potential copy number variations were found in any of the lines. Together, these data suggest that genetic alterations are not the principal explanation for the acquired resistance.

### Alterations in gene expression of mafosfamide-resistant cell lines

To determine whether the decreased sensitivity to mafosfamide observed in the resistant lines was associated with altered transcription, we measured the changes in gene expression for the parental and each resistant line. A subset of these gene expression changes were confirmed by quantitative PCR (Additional file 1: Figure S5). We expected to identify genes known to be involved in drug metabolism, transport of mustard alkylating agents, and DNA repair [25, 26]. We found that the expression of most genes involved in these processes did not increase significantly in our resistant lines, suggesting that none of these processes are likely to play a major role in mediating resistance (Additional file 1: Figure S6).

To identify transcripts with expression patterns that were perturbed with increasing resistance, we computed the covariance of the expression of each gene with the EC_50_ of the resistant cell line. The 1000 genes with highest and lowest covariance were clustered (Fig. 2a). Pathway analysis of those genes that showed a positive covariance with resistance (i.e., an increase in gene expression with increasing resistance) indicated that they encode proteins involved in B-cell maturation and development (Fig. 2b). Genes that showed a negative covariance were enriched for those associated with EIF2-mediated signaling and T helper cell differentiation (Fig. 2c).

**Fig. 2:**
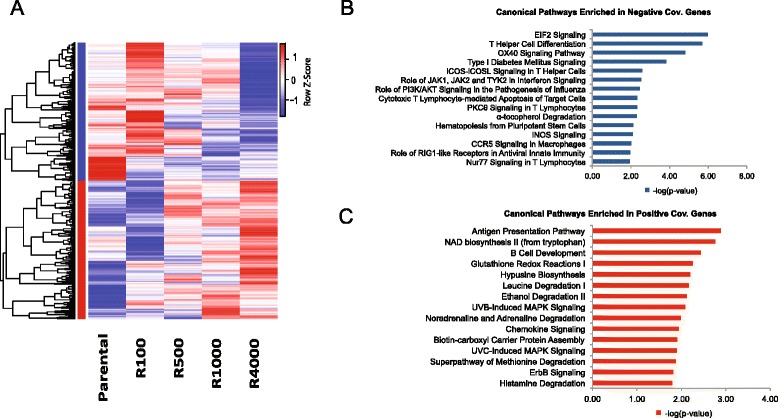
Microarray expression profile of untreated cell lines. **a** Heat map of the probe sets. Positive covariance with increasing resistance to mafosfamide is indicated by the *red cluster*; negative covariance with resistance is indicated by the *blue cluster*. **b** The top 15 pathways enriched in negative covariance genes. **c** The top 15 pathways enriched in positive covariance genes

### DNA methylation changes with drug resistance

DNA methylation is a central mechanism of transcriptional regulation and alterations in the methylome have previously been shown to contribute to lymphomagenesis and drug resistance [27–29]. To gain further insights into epigenetic changes that occurred during the acquisition of drug resistance, we measured DNA methylation using reduced representation bisulfite sequencing (RRBS) of the parental and resistant lines. This approach allowed us to quantify the methylation of approximately one million CpGs. To identify methylation sites associated with drug resistance, we computed the covariance between the methylation state of each CpG and the EC_50_ of the resistant cell line. Covarying sites were clustered (Fig. 3a). High covariance RRBS fragments had lower levels of gene expression compared with overall expression based on all annotated probes, whereas low covariance RRBS fragments had higher levels of gene expression (Additional file 1: Figure S7). The top 1000 high covariance RRBS fragments were located in gene regions that were functionally enriched for DNA binding, transcription factor activity, and cell differentiation (Additional file 1: Table S3).

**Fig. 3:**
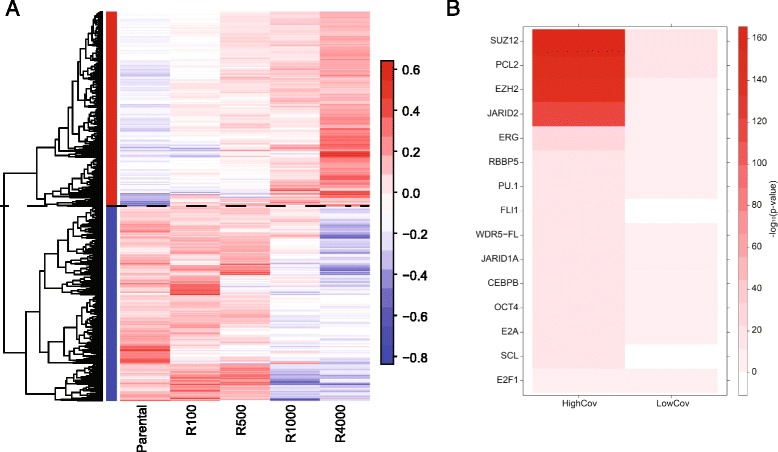
DNA methylation analysis. **a** Heat map of the top and bottom 1000 RRBS fragments based on covariance. **b** Heat map of the –log10(*p*) values for the overlap of high and low covariance genes with transcription factor targets

We next asked whether the genes that were proximal to these sites were associated with specific transcription factors. Each transcription factor from ChIPBase [20] was tested for association with the 1000 genes with the highest and lowest DNA methylation covariance with respect to resistance (Fig. 3b). From this analysis, we identified the transcription factors E2a and PU.1; these transcription factors are involved in B-cell development [30–33]. We also found that members of the polycomb repressive complex 2 (PRC2) Suz12 and Pcl2 were very strongly enriched over positively covarying genes, suggesting an involvement of this complex in mediating epigenetic changes during the acquisition of drug resistance. The expression of PRC2 members was similar in parental and resistant lines; however, *Uty*, which encodes one of three known histone H3 lysine 27 demethylases [34], was down-regulated in the resistant lines, suggesting that Uty may be involved in the epigenome alteration that confers drug resistance (Additional file 1: Figure S8a, b).

### Resistant cell lines show altered H3K27me3 occupancy

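H3K27me3, a trimethyl mark on histone H3, was mapped by ChIP-seq in 5 lines. The parental line is a mouse B-cell lymphoma line of the Eμ-Myc model that lacks Cdkn2a. The R100, R500, R1000 and R4000 lines were grown from it in 100, 500, 1000 and 4000 nM of mafosfamide, an alkylating agent, and were harvested after 10, 18, 23 and 37 days (Fig. 1). The authors precipitated the chromatin with an antibody to H3K27me3, sequenced it in 50-bp reads and called peaks against input libraries with Poisson statistics. The processed data are 1 peak list per line, which gives the chromosome, start and end of each peak and no height, score, p-value or read count. The sequencing depth behind each list is therefore unknown, and the level of H3K27me3 within a peak was not analysed here. Fig. 4 gives 2 replicates per line, and the paper's text does not name whether a list pools them. With 1 list per line there is no spread between replicates, and no difference between lines was tested. Peak positions are in mm9, and all peaks start and end on a grid of 50 bp, with at least 150 bp between neighbouring peaks. The median peak width was 100 bp in each list. The lists of R100 and R500 hold every peak 2 times, as 50360 and 43776 entries, and each distinct peak was counted once. A peak was counted as shared where it overlapped a peak of the other list by at least 1 bp. This overlap was set beside 100 random placements of the same peaks on the same chromosomes, outside runs of unknown bases. Promoters were taken from the GENCODE annotation of mm9, with the 5′ end of each of 37310 genes as its transcription start site (TSS). A promoter was counted where peaks covered at least 150 bp (3 bins of 50 bp) of the 5 kb upstream of the TSS. The window and the number of bins are those of the paper's combinatorial clustering, whose p-value limit for each bin could not be applied to the lists. Intervals on shares are 95% Wilson intervals, which cover counting error within a list and not the variation between cultures or libraries.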

As PRC2 has been shown to be involved in placement of the H3K27me3 mark [35], we performed ChIP-seq for H3K27me3 in all lines (grown in the absence of mafosfamide) to verify the involvement of PRC2 in the transition to drug resistance. 

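The parental list held 10778 H3K27me3 peaks covering 1.63 Mb. R100 held 25180 peaks covering 5.04 Mb, which is 2.34 times the number of parental peaks and 3.09 times their covered length. R500 held 21888 peaks covering 4.53 Mb, 2.03 times the number and 2.78 times the length. Among the alternatives set beforehand, the ratios moved most when peaks narrower than 500 bp were left out. The parental line then had 549 peaks, R100 had 2249 (4.10 times) and R500 had 2127 (3.87 times). In R100, 21444 peaks (85.2%, 95% CI 84.7 to 85.6%) overlapped no parental peak, and in R500 18024 peaks did not (82.3%, 95% CI 81.8 to 82.8%). With each list reduced to its 6820 widest peaks, the number in the shortest list, these shares were 63.9% in R100 and 61.1% in R500. In R1000 and R4000 the shares were 70.1% and 68.1% in the full lists, and 64.6% and 70.3% with the lists so reduced. Among peaks at least 500 bp wide the shares were 81.1% in R100, 79.1% in R500, 57.3% in R1000 and 47.0% in R4000. A large share without a parental peak was therefore not specific to R100 and R500, but whether theirs was larger depended on which peaks were compared.

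**Figure D1:**
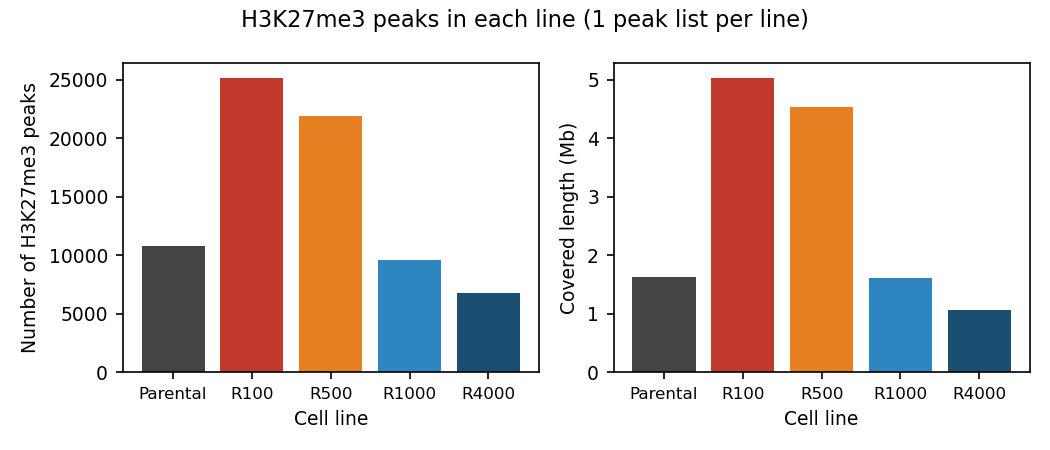
Number of distinct H3K27me3 peaks (left) and covered length in Mb (right) in the parental line and the 4 resistant lines, from 1 peak list per line and so without error bars. R100 and R500 lie above the parental line in both panels, at 25180 and 21888 peaks against 10778.

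In the 5 kb upstream of the TSS, 1133 promoters were covered in the parental line (3.04% of the annotated genes, 95% CI 2.87 to 3.22%). In R100 this number was 2793 (7.49%, 95% CI 7.22 to 7.76%) and in R500 it was 2496 (6.69%, 95% CI 6.44 to 6.95%). In a window of 2 kb on both sides of the TSS, the counts were 1511 in the parental line, 4713 in R100 and 3681 in R500. Around the TSS of the 22380 protein-coding genes, the share of genes covered by a peak was highest 300 bp downstream in R100 (7.83%) and R500 (5.55%). In the parental line the highest share was 1.51%, at 700 bp downstream.

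**Figure D2:**
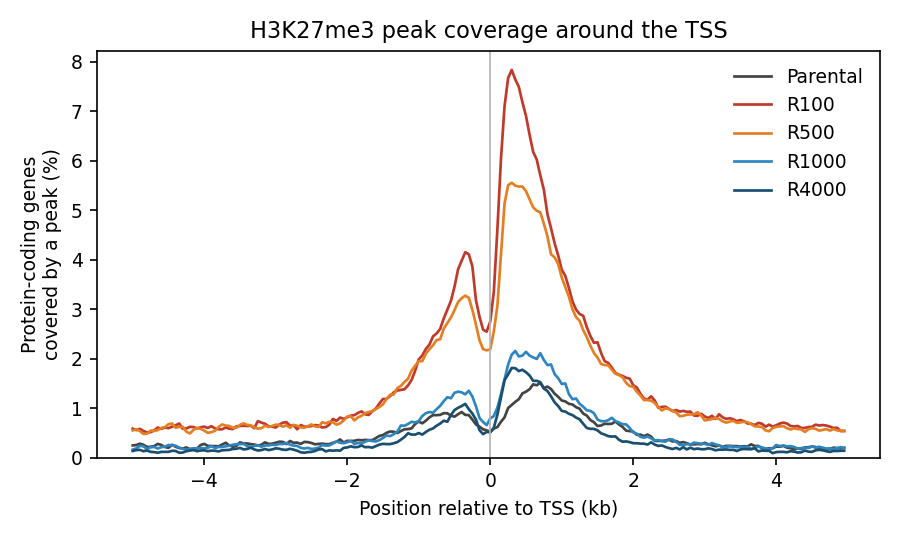
Share of the 22380 protein-coding genes covered by an H3K27me3 peak at each position from 5 kb upstream to 5 kb downstream of the TSS, in steps of 50 bp, 1 curve per line. In all 5 lines the mean share over the 2 kb downstream of the TSS is higher than over the 2 kb upstream, and the maxima of R100 (7.83%) and R500 (5.55%) lie above those of R1000 (2.16%), R4000 (1.81%) and the parental line (1.51%).

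The 3 widest regions that were absent in the parental line and present in both R100 and R500 lay within Otx1, Mmp9 and Skor1. The first, on chromosome 11 from 21899151 to 21901250 of mm9, has 2042 of its 2100 bp in exons of Otx1. It was covered over 2100 bp in R100, 1100 bp in R500, 350 bp in R1000 and 250 bp in R4000. The region in Mmp9, on chromosome 2 from 164774301 to 164776150, has 856 exonic bp. It was covered over 1850 bp in R100, 1250 bp in R500 and 500 bp in R1000, and R4000 had no peak there. The region in Skor1, on chromosome 9 from 62984151 to 62986000 with 24 exonic bp, was covered over 1550, 1250, 1050 and 150 bp in R100, R500, R1000 and R4000.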

We found widespread acquisition of H3K27me3 at the transcriptional start sites of a large group of genes in the least resistant (R100, R500) lines (Fig. 4a). These effects appeared to be stable across biological replicates, as seen by the high correlation between replicate profiles (Additional file 1: Table S4). However, the lines with increased resistance (R1000, R4000) had decreased levels of H3K27me3 with respect to the parental line at many loci.

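R1000 held 9595 H3K27me3 peaks covering 1.61 Mb, 0.890 times the parental number and 0.988 times the parental length. R4000 held 6820 peaks covering 1.07 Mb, 0.633 times the number and 0.658 times the length. Among peaks at least 500 bp wide, R4000 had 353, which is 0.643 times the parental number. R1000 had 625 such peaks, 1.14 times the parental number, so the direction in R1000 depended on the width of the peaks counted.
Of the parental peaks, 2913 were found in R1000 (27.0%, 95% CI 26.2 to 27.9%) and 2109 in R4000 (19.6%, 95% CI 18.8 to 20.3%). For comparison, 4525 (42.0%) were found in R100 and 4682 (43.4%) in R500. Random placements of the parental peaks gave mean overlaps of 0.117% with R1000 and 0.0868% with R4000. In all, 7333 parental peaks (68.0%) were absent from both R1000 and R4000. The share that was found again depended on the width of the parental peak. Of the 4003 parental peaks that were 50 bp wide, 7.09% were found in R1000 and 4.45% in R4000. Of those at least 500 bp wide, 92.9% (95% CI 90.4 to 94.8%) were found in R1000 and 85.1% (95% CI 81.8 to 87.8%) in R4000. Fewer of these wide peaks were covered over at least 50% of their length, 64.8% in R1000 and 48.5% in R4000.

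**Figure D3:**
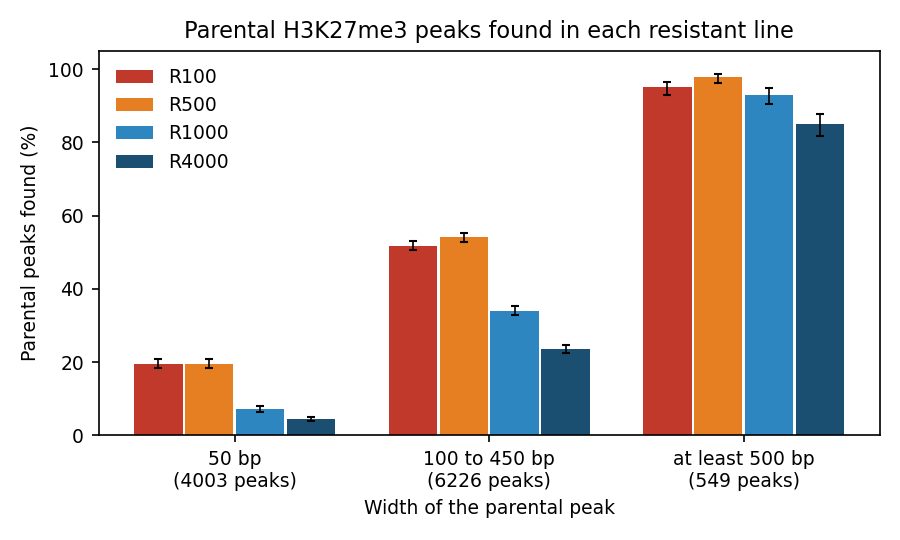
Share of parental H3K27me3 peaks that overlap a peak of each resistant line by at least 1 bp, for parental peaks of 3 width classes, with 95% Wilson intervals. The shares in R1000 and R4000 are 7.09% and 4.45% for peaks of 50 bp and 92.9% and 85.1% for peaks of at least 500 bp.

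There were 1678 regions with a peak in all 5 lines, where the median covered length was 300 bp in the parental line. It was 400 bp in R1000 and 250 bp in R4000, against 800 bp in both R100 and R500. R4000 covered fewer bases than the parental line in 886 of these regions and more in 634. In R1000, fewer bases were covered in 638 regions and more in 876. In the 5 kb upstream of the TSS, 1240 promoters were covered in R1000 (3.32%, 95% CI 3.15 to 3.51%) and 917 in R4000 (2.46%, 95% CI 2.31 to 2.62%), which is 1.09 and 0.809 times the parental number. Within 2 kb on both sides of the TSS, the counts were 1946 and 1586, which is 1.29 and 1.05 times the parental number, so that R4000 no longer lay below the parental line. There were 285 promoters with upstream coverage in the parental line and in neither R1000 nor R4000. Another 615 had upstream coverage in R1000 or R4000 but not in the parental line. Absence was required in both lines and presence in either, so these counts do not compare losses with gains.
The widest parental peaks absent from both R1000 and R4000 were 600 bp wide, and 6 peaks shared that width. Of these, the first 3 with chromosome names sorted as text were taken, which is not the order of the genome. The peak on chromosome 1 from 135225351 to 135225950 lies within Kiss1, with 18 exonic bp. A second on chromosome 1, from 173126651 to 173127250, lies 252 bp from the TSS of Pcp4l1. On chromosome 11, the peak from 76662051 to 76662650 lies 1531 bp from the TSS of Cpd. R100 and R500 covered 400 bp each of the peak in Kiss1, 450 and 150 bp of the peak near Cpd, and none of the peak near Pcp4l1.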

**Fig. 4:**
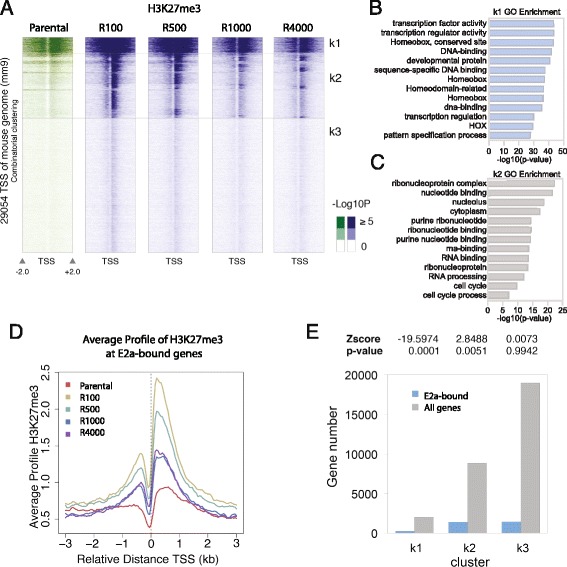
H3K27me3 ChIP-seq analysis. **a** Clusters of promoters based on their H3K27me3 levels in the parental and resistant lines (*n* = 2). *TSS* transcription start site. **b** Group K1 shows enrichment for developmental genes. *GO* gene ontology. **c** Group K2 shows enrichment for cell cycle-regulated genes. **d** Average H2K27me3 levels across E2a-bound genes. **e** Analysis of E2a-bound genes in the three clusters

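Within 5 kb of a TSS lay 5867 of the H3K27me3 peaks of the parental line (54.4%, 95% CI 53.5 to 55.4%). The shares were 60.6% in R100 (95% CI 60.0 to 61.2%), 59.5% in R500 (95% CI 58.8 to 60.1%), 67.6% in R1000 (95% CI 66.6 to 68.5%) and 72.1% in R4000 (95% CI 71.1 to 73.2%). Peaks of the same widths placed at random lay within 5 kb of a TSS in 12.6% (parental), 13.2% (R100), 13.0% (R500), 13.0% (R1000) and 12.8% (R4000) of cases. Within 2 kb of a TSS, the share was 36.5% in the parental line, 46.0% in R100, 43.5% in R500, 52.4% in R1000 and 58.4% in R4000.
The peak lists give presence and not level, so promoters were grouped by rules on presence that stand in for the groups of Fig. 4. A K1-like promoter was covered in all 5 lines, a K2-like promoter was covered in R100 or R500 and not in the parental line, and a K3-like promoter was covered in none. With the 5 kb upstream of the TSS as the window, 550 promoters were K1-like, 2281 were K2-like and 33805 were K3-like. Of the K2-like promoters, 1805 were covered in R100 (79.1%), 1505 in R500 (66.0%), 394 in R1000 (17.3%) and 264 in R4000 (11.6%). Neither R1000 nor R4000 had coverage at 1757 of them (77.0%). The rule sets the parental line at 0 and raises R100 and R500, so part of the fall to R1000 and R4000 follows from the rule. In a comparison added after these counts had been seen, promoters covered in R100 and not in the parental line were looked at in the lines that this rule does not use. Of these, 57.0% (95% CI 54.7 to 59.3%) were covered in R500, 19.6% (95% CI 17.8 to 21.5%) in R1000 and 13.4% (95% CI 11.9 to 15.1%) in R4000. The shorter lists of R1000 and R4000 lower these shares at any set of promoters, and how much was not computed. The group sizes depended on the window. Within 2 kb on both sides of the TSS there were 943 K1-like, 3803 K2-like and 31858 K3-like promoters, and the K2-like promoters covered numbered 3267 in R100, 2236 in R500, 650 in R1000 and 503 in R4000.

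**Figure D4:**
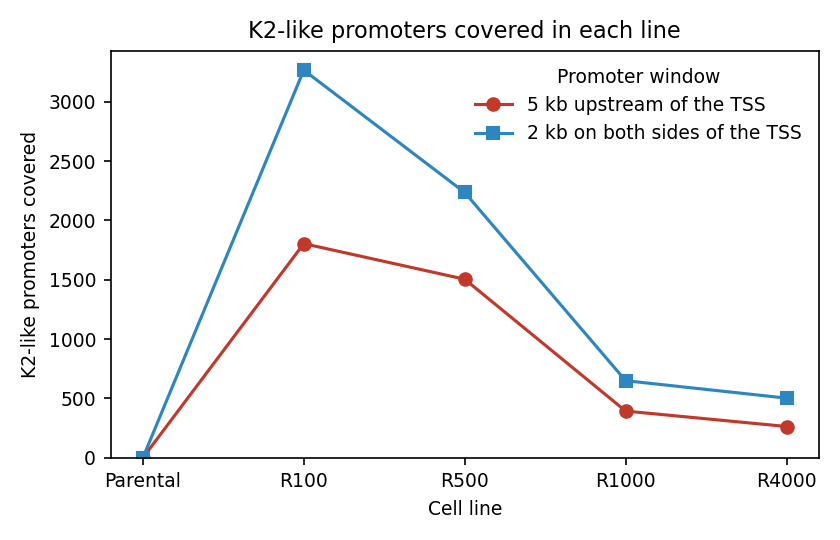
Number of K2-like promoters covered by H3K27me3 peaks in each line, for the window 5 kb upstream of the TSS (circles) and for 2 kb on both sides of it (squares). The rule for the group sets the parental line at 0 and raises R100 (1805 and 3267) and R500 (1505 and 2236), and the rule does not use R1000 (394 and 650) and R4000 (264 and 503).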

As most H3K27me3 peaks are near the transcription start sites, we analyzed promoters by means of combinatorial clustering (described in “Methods”) and identified three major groups of genes: those with a high level of H3K27me3 throughout the time course (K1), those with rapid and widespread H3K27me3 acquisition followed by a gradual decrease (K2), and those with little to no H3K27me3 (K3). Functional analysis of these groups showed enrichment for developmentally regulated genes in K1 and cell cycle-regulated genes in K2 (Fig. 4b, c). 

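Lists of genes were drawn by symbol from the protein-coding genes of the annotation, namely 40 Hox genes, 83 ribosomal protein genes and 65 genes of the cyclin, Cdk and Cdc families. The ribosomal and cyclin lists were revised after the values of first lists, of 144 and 69 genes, had been seen. Genes outside these families were removed, and the cyclin list also gained members such as Ccnc and Ccnf. The enrichment analysis of gene ontology terms in Fig. 4 was not repeated. Each share is set beside 10000 random lists of protein-coding genes of the same size, as a description of these lists, since genes are not replicates.
In the 5 kb upstream of the TSS, 18 Hox genes were K1-like (45.0%, 95% CI 30.7 to 60.2%), against 1.61% of all protein-coding genes, above every random list. The 2 kb window also gave 18. The Hox genes lie in 4 clusters where windows of neighbouring genes can overlap, so the same peak can count for several genes. Neither the interval nor the random lists allow for this. Hox genes were also frequent in the K2-like group, with 10 upstream (25.0%), at the 99.95 percentile, and 10 within 2 kb, at the 94.69 percentile. Among lists matched on GC content these positions were the 99.1 percentile upstream and the 74.4 percentile within 2 kb, and the K1-like share lay above all such lists in both windows. Of the Hox genes, 24 were covered upstream in the parental line, 33 in R100, 33 in R500, 25 in R1000 and 20 in R4000. The Hoxa cluster, on chromosome 6 from 52105366 to 52210874 of mm9, was covered over 30.8 kb in the parental line, 43.7 kb in R100, 43.3 kb in R500, 28.3 kb in R1000 and 22.2 kb in R4000. The widest region present in all 5 lines lies in this cluster, from 52164851 to 52173000, and overlaps Hoxa7. It was covered over 5300 bp in the parental line, 6650 bp in R100, 7300 bp in R500, 4800 bp in R1000 and 3150 bp in R4000. The Hoxb cluster on chromosome 11 was covered over 5.10, 22.5, 20.0, 6.60 and 4.15 kb in the same order of lines, the Hoxc cluster on chromosome 15 over 16.3, 39.8, 45.7, 15.4 and 10.5 kb, and the Hoxd cluster on chromosome 2 over 0.900, 8.15, 8.95, 2.00 and 0.200 kb. The next widest region in all 5 lines, on chromosome 1 from 140733351 to 140739650, overlaps Lhx9, a homeobox gene, with 1209 exonic bp. It was covered over 4350 bp in the parental line and 3800 bp in R4000.

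**Figure D5:**
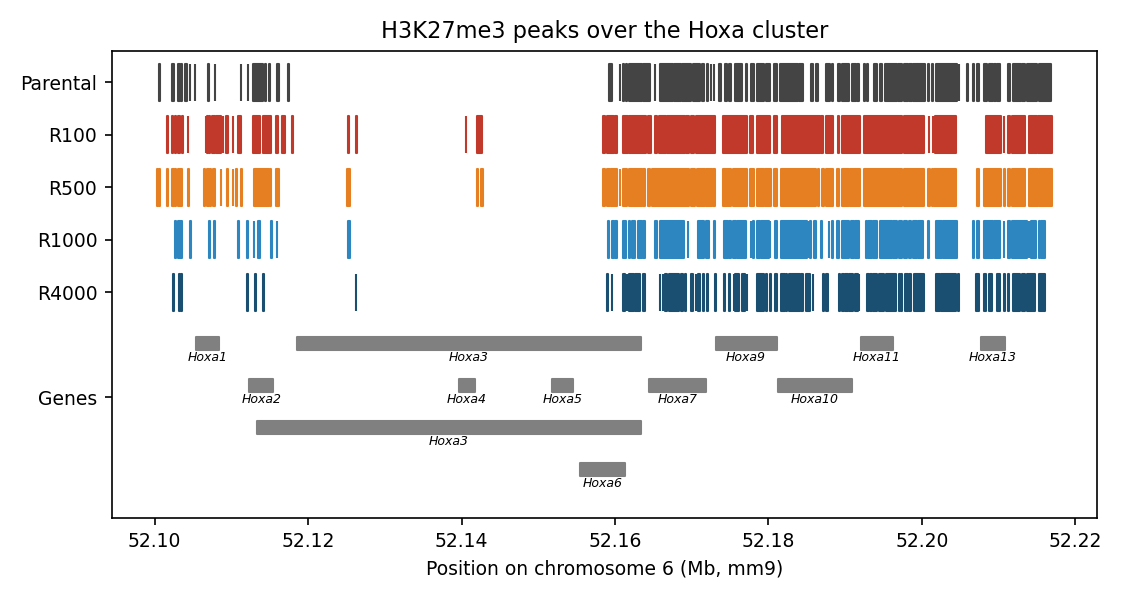
H3K27me3 peaks of the 5 lines over the Hoxa cluster on chromosome 6 of mm9, with the annotated Hoxa genes in grey. Each coloured block is 1 peak drawn to scale. All 5 lines have peaks from Hoxa7 to Hoxa13, and the covered length is greatest in R100 (43.7 kb) and smallest in R4000 (22.2 kb).

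Of the genes of the cyclin, Cdk and Cdc families, 3 were K2-like upstream of the TSS (4.62%, 95% CI 1.58 to 12.7%), against 7.57% of all protein-coding genes, which is the 26.3 percentile of the random lists. Within 2 kb on both sides of the TSS, 15 were K2-like (23.1%, 95% CI 14.5 to 34.6%), against 14.3% of all protein-coding genes, at the 96.2 percentile. Lists matched on GC content had a mean of 18.9% within 2 kb, and the share lay at the 76.3 percentile of these lists, and at the 8.36 percentile upstream. In the first list of 69 genes the shares were 5.80% upstream and 20.3% within 2 kb, at the 22.2 and 88.3 percentiles. The percentile within 2 kb was therefore lower before the list was revised. For the revised list it was also lower with GC content matched. In the K1-like group, 6 of the 65 genes were found upstream (9.23%), at the 99.98 percentile of the random lists, and 5 within 2 kb (7.69%), at the 94.7 percentile. Among lists matched on GC content these were the 99.95 and 83.5 percentiles. Of the ribosomal protein genes, 6 were K2-like upstream of the TSS (7.23%, 95% CI 3.36 to 14.9%), at the 39.4 percentile, and 1 was K1-like. Within 2 kb, 7 were K1-like (8.43%), at the 98.3 percentile of the random lists and the 99.87 percentile of lists matched on GC content. In the same window, 55 were K2-like (66.3%, 95% CI 55.6 to 75.5%), above every random list. In the first list of 144 genes the shares were 5.56% upstream, at the 13.5 percentile, and 39.6% within 2 kb, above every random list. In that window, ribosomal protein promoters were covered in 10.8% of cases in the parental line, 69.9% in R100, 67.5% in R500, 43.4% in R1000 and 50.6% in R4000.

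**Figure D6:**
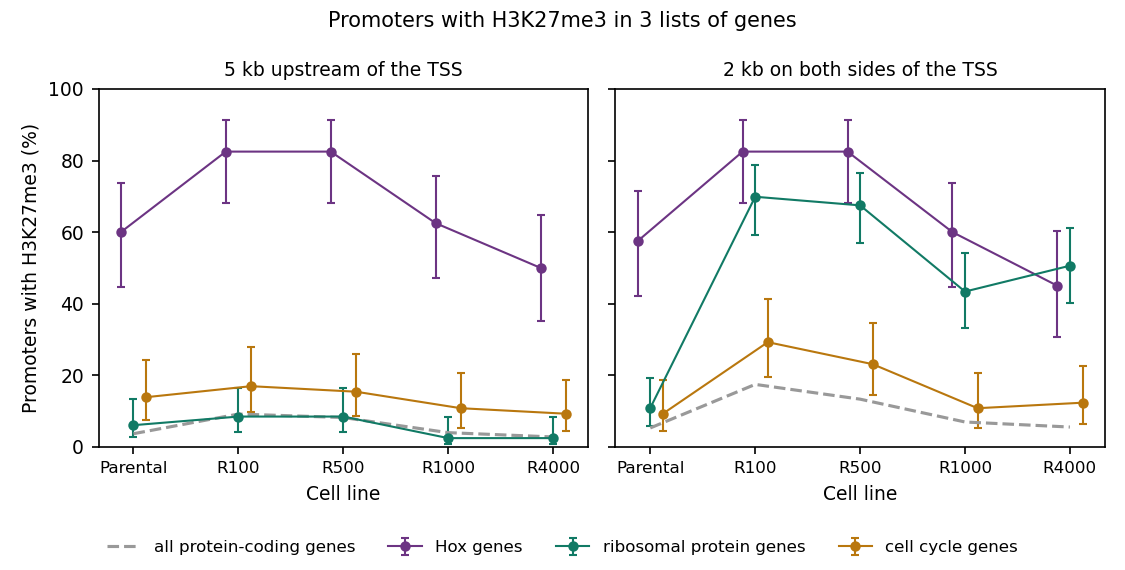
Share of promoters with H3K27me3 in each line among 40 Hox genes, 83 ribosomal protein genes and 65 cyclin, Cdk and Cdc genes, with 95% Wilson intervals, and among all protein-coding genes (dashed line). The left panel uses the 5 kb upstream of the TSS and the right panel 2 kb on both sides. Ribosomal protein genes lie near all genes on the left and reach 69.9% in R100 on the right.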

The level of H3K27me3 across all genes bound by E2a revealed that the average profile followed a similar pattern of change to that of cluster K2 (Fig. 4d). Furthermore, E2a-bound genes were enriched in cluster K2 and were depleted from K1 (Fig. 4e). These results suggest that H3K27me3 occupancy may regulate expression of E2a-bound genes.

Previously published literature shows a linkage between Ezh2-mediated H3K27 methylation and DNA methylation. Ezh2 is the catalytic subunit of PRC2. Analysis of our RRBS data revealed that DNA methylation levels proximal to K2 genes increased between the parental and resistant cell lines (Additional file 1: Figure S9a); we did not observe an increase in DNA methylation in genes in K1 or K3 subsets compared with parental levels (Additional file 1: Figure S9b, c). Additionally, we found a significant overlap between the high covariance RRBS fragments and the K1 and K2 clusters (Additional file 1: Figure S10). These results suggest a linkage between H3K27me3 and DNA methylation at loci with altered expression during acquisition of resistance.

### Principal component analysis of basal gene expression indicates alterations in B-cell maturation

The observation that changes in expression, DNA methylation, and H3K27me3 levels in the resistant lines involve genes that encode regulators of B-cell development (e.g., E2a and PU.1) led us to hypothesize that gradual dose escalation results in epigenetic changes associated with a B-cell maturation axis. To identify the transcriptional profile characteristic of the B-cell maturation axis, we used the Immunological Genome Project (Immgen.org) dataset [36], which contains expression data collected from B-cell progenitors, cells at multiple stages during maturation, and mature B cells.

To associate our expression data with the B-cell developmental axis, we performed a combined principle component analysis of gene expression data obtained from parental and resistant cell lines and B cells at different stages of development gathered from the Immgen dataset. We found that the second principal component, PC.2, captures the developmental state of B cells (Fig. 5a) with less differentiated progenitor cells toward the negative direction of the PC.2 axis and the more mature states in the positive. Our four resistant lines are ordered by their differentiation, with the least resistant line more differentiated than the most resistant line. This result suggests that the transcriptomes of our cells vary monotonically along this B-cell developmental axis. Additionally, functional annotation of the top principal component genes showed enrichment for the B-cell receptor signaling pathway in the top 1000 PC.2 genes (Additional file 1: Table S5).

**Fig. 5:**
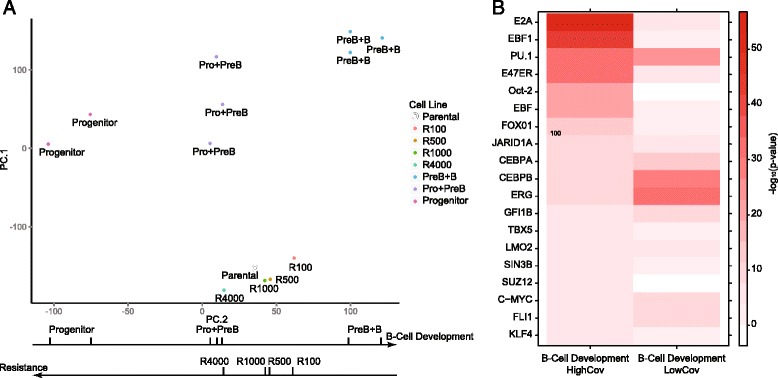
B-cell development principal component analysis. **a** Scatter plot of the principal components of the Immunological Genome Project data and the data on resistant lines. **b** Heat map of the –log10(*p*) values for the overlap of high and low covariance genes with transcription factor target genes

To identify factors associated with this B-cell developmental axis, we identified genes that had a positive correlation with development (i.e., an increase in expression during differentiation). We then used ChIPBase data to identify factors with targets enriched within this list. Genes positively correlated with development were often targets of E2a and PU.1 (Fig. 5b).

### Differential methylation status of E2a target genes is associated with treatment failure in patients with aggressive B-cell lymphoma

To confirm that E2a mediates resistance development, we sought to determine the methylation status of genes bound by TCF3, the human ortholog of E2a, in a clinically relevant dataset. We obtained DNA methylation data from diffuse large B-cell lymphoma (DLBCL) patients collected from the Cancer Genome Atlas project. DLBCL differs from Burkitt’s lymphoma but is the most similar lymphoma for which we were able to access data on clinical samples.

Of 19 DLBCL samples available, 14 corresponded to patients who were tumor-free after their initial treatment course and five were from patients who experienced disease progression. For all methylation sites, we computed the Kolmogorov–Smirnov statistic and an associated *p* value between these two groups. From 482,421 total CG sites on the Illumina 450 K array, 5541 had a Kolmogorov–Smirnov test with *p* < 0.05. We linked CpG sites to TCF3 binding regions if both the CpG and binding region occurred within the gene body or within 10 kb of the gene’s transcription start site. We then identified the intersection of genes that had both evidence of TCF3 binding and at least two CpG sites with significant methylation changes between the two patient populations. From a total of 17,744 genes used in the linking calculations, we derived Table 1, which shows a strong enrichment of TCF3-bound genes associated with differentially methylated sites (*p* value ≤ 0.0001). This analysis suggests that TCF3-bound genes are differentially methylated and are associated with treatment failure in a lymphoma subtype.

**Table 1:** TCF3 target gene methylation

	TCF3 target	Not TCF3 target
Differential methylation	208	80
No differential methylation	5086	12,370

DNA methylation data obtained from The Cancer Genome Atlas shows an increase in differential methylation in TCF3 target genes in patients with DLBCL who showed stable or progressive disease compared with individuals who had complete response

To further test the clinical significance of differential methylation, we compared lists compiled from our gene expression and DNA methylation analyses with a 1458-gene signature of DLBCL survival obtained from the Precog data set [37]. Fifty-eight genes from the top 449 high expression covariance gene list and an additional 58 genes from the top 597 high methylation covariance significantly overlapped with the 1458 genes associated with DLBCL survival (*p* = 0.0001 and *p* = 0.0006, respectively; Additional file 1: Figure S11a, b). Furthermore, those genes that overlap between our H3K27me3 cluster K1 and the high covariance RRBS fragments (Additional file 1: Figure S10) similarly significantly overlapped with the 1458 genes associated with DLBCL survival (Additional file 1: Figure S11c).

## Discussion

By treating *Eμ-Myc Cdkn2a*^-/-^ cells with escalating doses of mafosfamide, we developed four cell lines with increasing resistance to the drug. We hypothesized that if a mutation provided a proliferative or survival advantage, then the frequency of that mutation would increase over time in culture. We observed no verifiable mutations that displayed this pattern.

Reasoning that measuring gene expression changes across cell lines might reveal the resistance mechanism, we calculated the covariance of gene expression with respect to increasing resistance. Pathway enrichment analysis showed an enrichment for genes encoding proteins involved in B-cell development. Given the role that DNA methylation plays in B-cell lineage commitment [28, 38], we characterized the DNA methylome of our resistant lines. Analysis of DNA methylation changes suggested that expression of genes regulated by the histone methyltransferase complex PRC2 were altered in the most resistant lines.

PRC2 plays a critical role in B-cell development by repressing genes necessary for hematopoietic differentiation through the addition of tri-methylation to lysine 27 of histone H3. During hematopoietic stem cell differentiation, this repressive mark is lost from genes that commit hematopoietic stem cells to differentiation [30, 31, 39]. Numerous studies have shown that overexpression of, or activating mutations in, PRC2 components, particularly Ezh2, contribute to proliferation and lymphomagenesis in DLBCL patients [40, 41]. To evaluate how the presence of the H3K27me3 mark is correlated with resistance, we performed ChIP-seq on H3K27me3 in the parental and resistant cell lines. A large fraction of promoters in the resistant lines showed rapid and widespread H3K27me3 acquisition followed by a gradual reduction. This pattern of rapid H3K27 methylation followed by demethylation has been reported in patients: loss of H3K27me3 is a predictor of poor outcome [42]. These results suggest that PRC2 is rapidly activated by the DNA damage induced by mafosfamide, which is consistent with previous literature suggesting the PRC2 is targeted to sites of DNA damage [43, 44]. Furthermore, these results suggest that this initial response is attenuated as cells become adapted to higher doses of mafosfamide and the most resistant cells have an H3K27me3 state that is similar to that of the parental cells.

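In the 5 kb upstream of the TSS, 3414 promoters were covered by H3K27me3 peaks in at least 1 resistant line, and 1042 of these were also covered in the parental line. K2-like promoters made up 66.8% of the 3414 (95% CI 65.2 to 68.4%). Those covered in R100 or R500 but in none of the parental, R1000 and R4000 lines made up 51.5% (95% CI 49.8 to 53.1%). Within 2 kb on both sides of the TSS, the corresponding shares of 5413 promoters were 70.3% (95% CI 69.0 to 71.5%) and 53.6% (95% CI 52.3 to 54.9%). Upstream of the TSS, R100 and R500 covered 2793 and 2496 promoters, against 1240 in R1000 and 917 in R4000. The longer lists of R100 and R500 and the rule for the group both raise these shares, and how much was not computed.
Across the genome, the union of the 5 peak lists made 47264 regions, of which 32728 were absent in the parental line and present in R100 or R500. Of these, 2156 (6.59%) were present in R1000 and 1500 (4.58%) in R4000, shares that the shorter lists of these 2 lines also lower. There were 4852 regions absent in the parental line and present in both R100 and R500, while 14959 were found in R100 alone and 11580 in R500 alone.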

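The positions of the peaks were compared between pairs of lines as the share of bases covered in both lists among the bases covered in either. This share was 17.6% for R4000 and the parental line, against 15.4% for R100, 17.9% for R500 and 21.3% for R1000 with the parental line. With each list reduced to its 6820 widest peaks, the shares with the parental line were 18.7% for R4000, 19.6% for R100, 22.1% for R500 and 23.1% for R1000. Among peaks at least 500 bp wide they were 23.3% for R4000, 14.7% for R100, 16.6% for R500 and 26.1% for R1000, so the order of R4000 among the lines depended on which peaks were compared. R100 and R500 shared 34.4% of their bases, the largest share of any pair. Of the R4000 peaks, 31.9% (95% CI 30.8 to 33.0%) overlapped a parental peak and 36.7% (95% CI 35.6 to 37.9%) an R1000 peak. The shares were 59.3% (95% CI 58.1 to 60.4%) for R100 and 58.4% (95% CI 57.2 to 59.5%) for R500, the longest lists. With each list reduced to its 6820 widest peaks, they were 29.7% for the parental line, 34.7% for R1000, 49.9% for R100 and 50.6% for R500. The number of peaks thus does not account for the whole difference, but the widest R100 and R500 peaks also cover more bases. From the rise of H3K27me3 in the first lines and its decrease in the later ones, the paper proposes that an initial PRC2 response to mafosfamide is attenuated as the cells adapt to higher doses, and that the H3K27me3 of the most resistant cells resembles that of the parental line.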

The observation that H3K27me3 is rapidly gained but then lost suggests that it may not be the only mechanism leading to resistance in our setting. The removal of H3K27me3 at many loci may lead to its replacement with DNA methylation, a more permanent mark. It has been suggested that histone methylation by PRC2 may recruit Dnmt3l, an inactive homolog of DNA methyltransferase, resulting in the inhibition of CpG methylation [32]. The gradual removal of H3K27me3 could lead to the replacement of Dnmt3l by its active counterparts, Dnmt3a and Dnmt3b, resulting in an increase in DNA methylation. In agreement with a potential coupling between PRC2 and DNA methyltransferases, we observed that genes that gained H3K27me3 early and then lost this mark (cluster K2) showed a gradual increase in DNA methylation. Thus, we conclude that the addition of H3K27me3 to these loci results in the acquisition of DNA methylation, leading to a stable, drug-resistant epigenome.

Our analyses also indicate the involvement of B-cell developmental regulators in the epigenetic transition to drug resistance. Among these regulators, which include E2a and PU.1, we believe that E2a plays a central role. Clustering of the H3K27me3 ChIP-seq data showed that E2a is strongly associated with genes that gain and subsequently lose H3K27me3 that also gradually gain DNA methylation. Genes with significant levels of differential DNA methylation were also enriched in those bound by E2a. *E2a* encodes two proteins, E12 and E47, that are known to be master regulators involved in the process of B-cell lineage commitment [33]. Principle component analysis of gene expression from the resistant lines and from various stages of B-cell development indicated that the expression of E2a target genes is strongly correlated with B-cell maturation states. In addition, the *E2a* locus is repressed early in B-cell development but it becomes transcriptionally active during B-cell commitment [45]. The central role of E2a-mediated regulation of gene expression in Burkitt’s lymphoma is made evident by the fact that it is the fifth-most mutated gene in patients with Burkitt’s lymphoma and all mutations affect the DNA binding domain [46]. Inhibition of *E2a* expression using small interfering RNA results in lower levels of *Cdkna1* (*p21*) and higher *PUMA* expression, impairment of cell cycle arrest, and increased Tp53-dependent apoptosis [47]. Our data suggest that E2a may be playing a critical role in mediating the resistance phenotype as it appears to be a key regulator of the response to mafosfamide.

Taken together, our results suggest that PRC2 and known regulators of B-cell development induce epigenetic changes in genes encoding key hematopoietic developmental and pluripotency genes that result in the resistant phenotype. Upon treatment with mafosfamide, the cells we studied underwent rapid and widespread acquisition of the repressive mark H3K27me3. This methylation is coupled to changes in the activity of B-cell developmental regulators, such as E2a, ultimately resulting in changes in transcription of genes involved in B-cell development. As the cells became more resistant, the H3K27me3 response was attenuated and replaced by the more permanent mark 5-methylcytosine. We speculate that these changes led the *Eμ-Myc* cell lines to epigenetically transition along the B-cell developmental axis, leading to a suppression of the apoptotic response upon exposure to mafosfamide. Evidence for this transition is provided by our integrative analysis of Immgen data that captures a principal component of the B-cell developmental axis. As the cells became more resistant to mafosfamide, they appear to move backwards along this axis. The diminished apoptotic response of cells with stem-like characteristics compared with that of differentiated cells has been described in many other systems and may thus represent a general mechanism for the acquisition of drug resistance [48, 49].

Finally, we have shown that similar mechanisms may also occur in human lymphomas. Our analysis of samples from patients with diffuse large B-cell lymphoma suggests that there are epigenetic differences between patients who remain disease-free versus those who have disease progression. Moreover, the sites of differential methylation are significantly associated with genes that are bound by Tcf3, the human ortholog of E2a. Thus, our murine model may capture epigenetic resistance mechanisms that are also present in human disease, suggesting that epigenetic plasticity impairs therapeutic regimens in the clinic.

## Conclusions

Our results indicate that resistance to DNA alkylating agents in B-cell lymphoma is associated with alterations in both CpG methylation and H3K27me3 but not with genetic changes. We found that repressive epigenetic markers are preferentially altered in the promoter regions of genes bound by the B-cell development regulator E2a*,* suggesting that this transcription factor plays a key role in mediating the resistance phenotype, possibly by suppressing apoptosis*.* We also showed that differential methylation of genes bound by TCF3, the human ortholog of E2a*,* is associated with treatment failure in diffuse large B-cell lymphoma patients.

### Availability of data and materials

The datasets supporting the conclusions of this article are available in the Gene Expression Omibus repository, accession numbers GSE60342, GSE60342, and GSE78939, as well as the Sequence Read Archive, accession number SRP071753.

## Additional file

Additional file 1: Supplementary Results and Methods. All supplementary figures, tables, legends, results, methods, and references are contained in Additional file 1.

## Abbreviations

ChIP-seq: chromatin immunoprecipitation followed by sequencing
DLBCL: diffuse large B-cell lymphoma
EC_50_: half maximal effective concentration
H3K27me3: histone H3 lysine 27 trimethylation
PRC2: polycomb repressive complex 2
RRBS: reduced representation bisulfite sequencing
SNV: single nucleotide variant

# Supplementary material for: Epigenetic changes mediated by polycomb repressive complex 2 and E2a are associated with drug resistance in a mouse model of lymphoma
**Source:** Genome Med. 2016 May 4;8:54. doi: 10.1186/s13073-016-0305-0
**Supplement:** Additional file 1: — Supplementary Results and Methods. All supplementary figures, tables, legends, results, methods, and references are contained in Additional file 1.

**Supplementary Figures**

**Supplementary Figure 1 - High content screening images**

DRAQ5 and propidium iodide images of the parental and R4000 lines in the presence and absence of 4uM of mafosfamide.

**Supplementary Figure 2 - FACS analysis of cell cycle.**

A) FACS quantification of the parental cells, B) parental cells after treatment, C) untreated 4000 resistant cells, and D) treated 4000 resistant cells. E) Cell cycle analysis of Parental, R500, R1000, and R4000 in the absence and presence of 750nM of mafosfamide.

**Supplementary Figure 3 - Allele frequency of putative mutations.**

Genes identified that show increasing single nucleotide variance (SNV) frequency in relation to increasing resistance among cell lines.

**Supplementary Figure 4 - Sanger sequencing confirmation of putative mutations.**

Sanger sequencing chromatograms and IGV screenshots of putative mutations in genes A) Romo1, B) Ghsr, C) Zfp605, D) Brsk1, and E) Ostn.

**Supplementary Figure 5 - qPCR and microarray gene expression comparison.**

Comparison of gene expression as measured by qPCR and microarray of genes that showed changes in expression between parental and resistant cell lines.

**Supplemental Figure 6 - Gene expression of genes known to be involved in resistance**

Gene expression changes as measured by microarrays of genes known to be involved in nitrogen mustard based chemotherapies. A) Aldehyde dehydrogenase genes. B) Drug efflux genes. C) DNA repair genes.

**Supplementary Figure 7 - Expression Distribution of Genes Associated with High and Low Covariance RRBS Fragments**

The red boxplots reveal the expression distribution of the genes associated with high covariance fragments across the cell lines. The green boxplots reveal the expression distribution of the low covariance fragments across the cell lines. The blue boxplots reveal the global or expression distribution of all gene annotated probes across all the cell lines. The Welch’s t-test p-value was calculated between the high covariance expression distribution and the low covariance expression distribution for each cell line with a p-value < 1.00E-38. The Welch’s t-test p-value was also calculated between the high covariance expression distribution to the expression distribution of all the genes with a p-value < 1.00E-16.

**Supplementary Figure 8 - Gene expression of PRC2 components and H3K27 demethylases**

A) qPCR of components of the PRC2 complex. B) qPCR of H3K27 demethylases.

**Supplementary Figure 9 - Analysis of DNA methylation fragments**

A-C) DNA methylation fragment entropy histogram of groups K1, K2, and K3 respectively.

**Supplementary Figure 10 - Intersection of H3K27Me3 and RRBS Associated Genes**

A) Venn diagram of the genes from the k1 and k2 cluster in the H3K27Me3 data and the genes associated with high and low covariance RRBS fragments. B) The hypergeometric overlap p-values for the intersection of the RRBS covariance gene sets and the k1 or k2 genes.

**Supplementary Figure 11 - Overlap of DLBCL Survival Genes**

1458 Genes associated with DLBCL survival was selected from the Precog dataset with a minimum false discovery rate $\leq$ 0.01. A) 58 genes intersect with the top 449 genes by expression covariance with a hyper geometric test p-value $<$ 0.0001. B) 58 genes intersect with the top 597 by methylation covariance with a hyper geometric test p-value of 0.0006. C) 9 genes that intersect with the K1 cluster and the high covariance RRBS genes also intersect with the 1458 genes associated with DLBCL survival with a hypergeometric overlap p-value = 0.0441

**Supplementary Table 1 - Cell Cycle Analysis**

Cell cycle analysis of parental and resistant lines in the presence or absence of 750 nM mafosfamide.

**Supplementary Table 2 - List of 23 SNVs that show increasing allele frequency with respect to increasing resistance.**

**Supplementary Table 3 - GREAT GO Annotation of High Covariance RRBS Fragments**

The top 1000 high covariance RRBS fragments were submitted to GREAT for association to GO terms with a background of 358,230 mappable RRBS fragments with regions to gene association set to 100kb.

**Supplementary Table 4 - Correlation of H3K27me3 ChIP-seq replicate experiments.**

**Supplementary Table 5 - Functional Annotation of PC.1 and PC.2 Genes**

The genes were ranked by their PC.1 and PC.2 rotations. The top 1000 genes (PC1 or PC2 High) and bottom 1000 genes (PC1 or PC2 Low) were submitted to DAVID for functional annotation. The most significant term is listed from each cluster with a false discovery rate $\leq$ 0.05.

**Supplementary Methods**

**Genome Sequencing**

SNP and INDEL discovery and genotyping were performed across all 8 samples simultaneously using HaplotypeCaller (GATK) [[1](#_ENREF_1)]. Variants were kept if any one of the samples had a genotype quality score greater than 90 yielding 168,263 variant sites, most of which were heterozygous in all lines. Further selection for alleles not present in the parental line, and with either equal or increasing alternate allele frequencies over the dose escalation series of cell lines yielded 23 variants. Breakdancer-max version 1.1.2 and Pindel version 0.2.4t were used to identify larger structural variations [[2](#_ENREF_2), [3](#_ENREF_3)]. CnD version 1.3 was used to identify copy number variations [[4](#_ENREF_4)].

**Covariance of gene expression**

The covariance was determined for each probe set across increasing treatment time or resistance level,

$$Cov(x,t)= \sum_{i}^{n} {( x}_{i}-\bar{x} )(t_{i}-\bar{t} )$$

where $x$is the vector of mean adjusted probe set expression values across samples, and $\bar{x}$ is the mean expression value; $t$is the vector of the treatment or resistance order and $\bar{t}$ is the mean order. Low expression covariance was determined by selecting the bottom 1000 probe sets ranked by their covariance to identify down regulated genes across the time course or resistant cell lines. Hierarchical clustering was performed on the high and low expression covariance probe sets using Euclidean distance of the mean adjusted probe set expression values.

**DNA Methylation Analysis**
To determine the fragment CpG methylation score, we only considered the 1,599,123 CpG sites with a minimum coverage of four reads common to all the samples. The fragment methylation score is the Z score of the CpG methylation levels within the RRBS fragment standardized by the number of CpG sites within the fragment,

$$z= \frac{\bar{X}-\mu}{\frac{\sigma}{\sqrt{N}}}$$

where $\bar{X}$ is the average CG methylation within the fragment, µ is the mean CpG methylation of the sample methylome, σ is the standard deviation of the sample methylome, and N is the number of CpG sites within the fragment.

High fragment methylation covariance was determined by selecting the top 1000 fragments ranked by their covariance. Low fragment methylation covariance was determined by retrieving the bottom 1000 fragments ranked by their covariance. The high and low covariance fragments were annotated using GREAT, restricting associations to genes within 5 kb of each region [[5](#_ENREF_5)].

**Principle Component Analysis**

The B cell developmental samples were from the Immunological Genome Project[[6](#_ENREF_6)]. A subset of the raw Affymetrix Mouse Gene ST 1.0 microarray datasets from the Immunological Genome Project was downloaded from the NCBI GEO data repository (GSE15907). The subset includes B cells sourced from the fetal liver and bone marrow of C57BL/6J mice at different stages of B cell development to include stem cell, lymphoid progenitor, pro B, pre B and immature B cell stages.

**Enrichment of DLBCL survival genes**

Human genes and their association values to human survival were downloaded and extracted from the PRECOG analytical tool[[7](#_ENREF_7)]. 1458 Genes with a false discovery rate of $<$ 0.05 were used in our overlap analysis with genes associated with changes in expression, fragment methylation and H3K27Me3 binding.

**Supplementary References**

1. McKenna A, Hanna M, Banks E, Sivachenko A, Cibulskis K, Kernytsky A, Garimella K, Altshuler D, Gabriel S, Daly M, DePristo MA: **The Genome Analysis Toolkit: a MapReduce framework for analyzing next-generation DNA sequencing data.** *Genome Res* 2010, **20:**1297-1303.

2. Chen K, Wallis JW, McLellan MD, Larson DE, Kalicki JM, Pohl CS, McGrath SD, Wendl MC, Zhang Q, Locke DP, et al: **BreakDancer: an algorithm for high-resolution mapping of genomic structural variation.** *Nat Methods* 2009, **6:**677-681.

3. Ye K, Schulz MH, Long Q, Apweiler R, Ning Z: **Pindel: a pattern growth approach to detect break points of large deletions and medium sized insertions from paired-end short reads.** *Bioinformatics* 2009, **25:**2865-2871.

4. Simpson JT, McIntyre RE, Adams DJ, Durbin R: **Copy number variant detection in inbred strains from short read sequence data.** *Bioinformatics* 2010, **26:**565-567.

5. McLean CY, Bristor D, Hiller M, Clarke SL, Schaar BT, Lowe CB, Wenger AM, Bejerano G: **GREAT improves functional interpretation of cis-regulatory regions.** *Nat Biotechnol* 2010, **28:**495-501.

6. Heng TS, Painter MW: **The Immunological Genome Project: networks of gene expression in immune cells.** *Nat Immunol* 2008, **9:**1091-1094.

7. Gentles AJ, Newman AM, Liu CL, Bratman SV, Feng W, Kim D, Nair VS, Xu Y, Khuong A, Hoang CD, et al: **The prognostic landscape of genes and infiltrating immune cells across human cancers.** *Nat Med* 2015, **21:**938-945.

How the deposited data were processed for this re-analysis (not part of the article)

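H3K27me3 ChIP-seq was analysed for 5 mouse lymphoma lines, the parental line and the R100, R500, R1000 and R4000 lines. DNA methylation by RRBS, gene expression and whole-genome sequencing were not analysed here. The authors sequenced immunoprecipitated and input libraries on an Illumina HiSeq 2000, called peaks with Poisson statistics in windows tiling the genome, and deposited 1 peak list per line with 3 columns, namely the chromosome, start and end. The values the authors deposited are therefore positions in base pairs, with no count, score or p-value. The paper's text does not name the aligner used for ChIP-seq, the threshold of the deposited lists or whether replicates were pooled.

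Each sample was matched to its line by its label, and all 10 labels, RRBS included, named the line and assay they were mapped to. The largest peak position on each of chromosomes 1 to 19 and X fell within the chromosome's length in NCBIM37 (mm9), the build to which the paper aligned its whole-genome reads. The R100 and R500 lists hold each peak 2 times, and distinct peaks were used. Overlaps between lists were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 and gave the same counts as bedtools 2.31.1 for parental peaks found in each resistant line. The overlap step was tested on simulated data against a base-by-base count, where 0 of 1202 intervals differed. The few peaks on chromosome Y were kept and were not compared with its length. Sequence was read with pysam 0.24.0, correlations were computed with scipy 1.17.1, figures were drawn with matplotlib 3.10.9, and 1 locus was compared with the genome with blastn 2.17.0.

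Random placements kept each peak's width and chromosome, used starts on the grid of 50 bp and avoided runs of at least 1000 unknown bases. There were 100 placements per list. Promoters were counted with at least 150 bp covered in the 5 kb upstream of the TSS, with the window and number of bins of the paper's methods but without its p-value limit, for 37310 genes of the GENCODE annotation of NCBIM37. K1-like, K2-like and K3-like groups are rules on presence in the lists. The lists of ribosomal protein genes and of cyclin, Cdk and Cdc genes were planned by symbol before the data were examined, without fixing the exact symbols. The first lists held 144 and 69 protein-coding genes, among them ribosomal protein S6 kinases, pseudogenes and binding partners of Cdc42. After their values had been seen, the lists were revised to 83 and 65 family members. The revision removed such genes, and it also added genes missing from the first cyclin list, such as Ccnc and Ccnf. The K2-like shares of both versions are given. The entries of the Hox list include Hoxa3 under 2 gene identifiers, and those of the cyclin, Cdk and Cdc list include Cdc73 under 2. GC-matched lists drew from 20 bins of GC content within 1 kb on both sides of the TSS.

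The depth of the libraries is unknown, which limits every comparison of the number or width of peaks between lines. Wilson intervals cover counting of peaks, promoters or genes only. With 1 list per line, no test between lines was made. The only tests with p-values are correlations across chromosomes in the closing section, from 100000 permutations.

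The genes named in the text are the 15 named in the paper's main text and the 4 Hox clusters, without the genes named only in its supplement, and the regions are the 3 widest present in all 5 lines, the 3 widest absent in the parental line and present in R100 and R500, and the 3 widest parental peaks absent in R1000 and R4000. The rule set before the data were examined was to take every gene the paper names, together with these regions. Romo1, Ghsr, Zfp605, Brsk1 and Ostn, named only in the supplement, were missed and were not looked up afterwards. The alternatives were peaks at least 500 bp wide, peaks within 1000 bp joined, autosomes only, an overlap of at least 50%, lists of equal number, other unions of regions, other promoter windows and minimums, protein-coding genes only, a distance of 2 kb from the TSS, and shares of covered length per chromosome. The profiles of genes bound by E2a were not analysed here, since the paper's text does not list those genes.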

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

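The tests in this part were chosen after the results they bear on had been seen. The ratio among peaks at least 500 bp wide is an exception, as an alternative set before the data were examined.

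The lines moved in opposite directions in the number of H3K27me3 peaks, with 2.34 times the parental number in R100 and 2.03 times in R500, but 0.890 times in R1000 and 0.633 times in R4000. The difference was not tested, since there is 1 list per line. The direction in R1000 was reversed, at 1.14 times, among peaks at least 500 bp wide. For the lower numbers in R1000 and R4000, shallower sequencing would lose narrow peaks more often than wide ones. Of the parental peaks of at least 500 bp, 92.9% were found in R1000 and 85.1% in R4000, against 23.5% and 16.1% of the narrower ones. An overlap of 1 bp is easily met by a wide peak, and at least 50% of the length was covered for 64.8% of the wide peaks in R1000 and 48.5% in R4000. Shallower sequencing and a lower level of H3K27me3 would both give these values. Both would also narrow the 1678 regions present in all 5 lines. R4000 covered fewer bases than the parental line in 886 of them and more in 634, as both predict. R1000 covered fewer in 638 and more in 876, which argues against both as the whole cause in R1000 at these regions. For the higher numbers in R100 and R500, deeper sequencing would widen the regions that all lines share. R100 covered more bases than the parental line in 87.8% of the 1678 regions present in all 5 lines, which deeper sequencing and a gain of H3K27me3 would both give. In neither case can depth be told apart from a change of H3K27me3, since the lists carry no read counts and there is 1 per line. The R100 and R500 lists are also the only lists that hold each peak 2 times. Whether all lists were made with the same threshold and pooling of replicates is unknown, so a difference in processing stays open too. The dose of mafosfamide and the time in culture also differ between the lines and were not tested.

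The paper discusses H3K27me3 at promoters. Away from them, 9920 R100 peaks and 8875 R500 peaks lay over 5 kb from any TSS, against 4911 in the parental line, 3112 in R1000 and 1900 in R4000. Random placement along the genome is argued against as the source of all distal R100 peaks by their recurrence. Of these peaks, 23.5% (95% CI 22.7 to 24.3%) overlapped an R500 peak, against a mean of 0.308% and a maximum of 0.444% in 100 random placements. The other 7589 distal R100 peaks had no R500 peak. Peaks shared with the parental line were counted too, so recurrence cannot decide whether the added distal peaks were placed at random. Recurrence by itself also does not separate H3K27me3 from a bias that both libraries share, such as GC content or mappability. The depth of the libraries stays open here as well, and a biological difference between the lines was not tested.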

How the results depend on the processing

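The alternatives were set before the data were examined, except for those chosen afterwards, namely counting repeated entries, the 2 kb window with at least 1 bp covered, protein-coding genes only for the K-like groups, every Rpl or Rps symbol, and the first ribosomal and cyclin lists, which came before the lists used here. No paired analysis was possible because there is 1 peak list per line and the results come from no test.

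The ratios of the number of peaks and of covered length to the parental line stayed above 1 in R100 and R500 and below 1 in R4000 with peaks within 1000 bp joined, with autosomes only and with peaks at least 500 bp wide. The last of these changed the direction in R1000, to 1.14 for the number and 1.17 for the length, and raised the number ratio to 4.10 in R100 and 3.87 in R500 and the length ratio to 4.88 and 4.65. The cause was not tested. With repeated entries counted, the number ratios were 4.67 in R100 and 4.06 in R500, by construction.

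The share of parental peaks found in R100, R500, R1000 and R4000 was 38.4, 40.2, 20.9 and 13.3% with at least 50% of the peak covered, 81.8, 84.3, 51.0 and 35.3% with peaks at least 500 bp wide, and 45.6, 48.8, 36.0 and 28.4% with equal numbers of widest peaks. With peaks within 1000 bp joined it was 39.8% in R100 and 40.5% in R500. R1000 and R4000 were below R100 and R500 in all of these. The share of peaks with no parental peak, in the same order, was 93.0, 91.4, 78.1 and 74.8% with 50% covered, 81.1, 79.1, 57.3 and 47.0% with peaks at least 500 bp wide, and 63.9, 61.1, 64.6 and 70.3% with equal numbers, where R1000 and R4000 no longer lay below R100 and R500. The order in the full lists thus held with 50% covered and with peaks at least 500 bp wide, and not with equal numbers. The 6820 widest peaks cover 3.40 Mb in R100 and 3.25 Mb in R500, against 1.47 Mb in R1000 and 1.07 Mb in R4000. Equal numbers therefore do not give equal chances of meeting a parental peak.

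Regions in all 5 lines numbered 982 with at least 150 bp covered and 155 with peaks at least 500 bp wide. Regions gained in R100 or R500 numbered 16446 with peaks within 1000 bp joined, 10806 with 150 bp covered and 2348 with wide peaks, and those absent again in R1000 and R4000 numbered 13944, 9413 and 2006. Parental regions absent in R1000 and R4000 numbered 3594, 1382 and 212. These fall by construction, as fewer or larger regions are counted.

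Promoters covered within 2 kb on both sides of the TSS numbered 4713 in R100, 1946 in R1000 and 1586 in R4000, and the ratio of R4000 to the parental line then changed direction, to 1.05. The cause was not tested. With at least 1 bp covered, promoters numbered 2106, 4957, 4098, 2352 and 1918 in the parental, R100, R500, R1000 and R4000 lines. The 2 kb window gave 943 K1-like and 3803 K2-like promoters, and with at least 1 bp covered 1441 and 6566. Protein-coding genes only gave 360 K1-like and 19806 K3-like promoters. Within 2 kb of a TSS lay 36.5, 46.0, 43.5, 52.4 and 58.4% of the peaks of the 5 lines. The share of K2-like genes rose with the 2 kb window to 66.3% for ribosomal protein genes and 23.1% for cyclin, Cdk and Cdc genes. In the first lists these shares were 39.6 and 20.3%, so revising the lists raised both. Every Rpl or Rps symbol, 258 genes with pseudogenes among them, gave 23.3% within 2 kb and 4.26% upstream. The share of Hox genes in the K1-like group was 45.0% in both windows.

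As shares of covered length, chromosome X had 0.401, 0.574, 0.560, 0.481 and 0.298% in the 5 lines and chromosome 11 had 8.46, 11.2, 9.51, 9.35 and 11.3%. Chromosome 6 had 13.4% in the parental line, 10.0% in R1000 and 11.6% in R4000. The deficit on chromosome X and the rise on chromosome 11 kept their direction. The unknown sequencing depth limits all ratios between lines.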

Differences from the paper's values

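Read by eye from Fig. 4e, the paper's groups held about 2000 (K1), about 8900 (K2) and about 19000 (K3) promoters. The presence rules gave 550 K1-like, 2281 K2-like and 33805 K3-like promoters in the 5 kb upstream of the TSS, over 37310 annotated genes. Among the alternatives set before the data were examined for these groups, the window of 2 kb on both sides of the TSS gave 943, 3803 and 31858 promoters, and the K2-like rule with any resistant line gave 2372, and none came within 1.5 times of the paper's values. In all, 8 combinations of window, minimum coverage and gene set were looked at, and 1 of them came within 1.5 times for all 3 groups. The settings below were taken from these 8 after the values were seen. With protein-coding genes only, the K3-like group held 19806 promoters, while the K1-like and K2-like groups held 360 and 1695. With the window of 2 kb and at least 1 bp covered, the groups held 1441, 6566 and 27821 promoters, each within 1.5 times of the paper's value. A single combination out of 8 that comes near values read by eye is no evidence that the authors used it. The paper's groups come from clustering and the K-like groups from rules on presence.

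The paper reports cell cycle genes as enriched in K2. Of the 65 cyclin, Cdk and Cdc genes, 4.62% were K2-like in the 5 kb upstream of the TSS, below the 7.57% of all protein-coding genes. With the window of 2 kb on both sides of the TSS, set before the data were examined, the share was 23.1% against 14.3%. The list had been revised after a first list of 69 genes had given 20.3%. Lists matched on GC content had a mean of 18.9% in that window, and the share lay at their 76.3 percentile. In the K1-like group, 9.23% of the 65 genes were found upstream, against 1.61% of all protein-coding genes. The list is not the gene ontology category the paper used.

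The paper describes R1000 and R4000 as having less H3K27me3 than the parental line at many loci. The number of promoters covered upstream of the TSS was 1.09 times the parental number in R1000 and 0.809 times in R4000. Within 2 kb on both sides of the TSS it was 1.29 times in R1000 and 1.05 times in R4000. The other alternatives set before the data were examined gave 1.12 times in R1000 and 0.911 times in R4000 with at least 1 bp covered upstream, and 1.08 and 0.751 times with protein-coding genes only. The number in R4000 was thus lower than in the parental line in each of these settings except the window of 2 kb. The number in R1000 was higher in each of them. These net counts do not show how many loci lost peaks. The number of peaks was 0.890 times the parental number in R1000 and 0.633 times in R4000. Of the parental peaks, 7333 (68.0%) were absent from both lines, while 6729 R1000 and 4643 R4000 peaks overlapped no parental peak. Upstream of the TSS, 285 promoters were covered in the parental line and in neither R1000 nor R4000. Another 615 were covered in R1000 or R4000 and not in the parental line, and of these 466 were also covered in R100 and 482 in R500. Absence was required in both lines and presence in either, so these counts do not compare losses with gains.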

Other observations

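In this part, the tests of the chromosome shares, of the number of copies of chromosome X, and of ribosomal protein promoters away from exons were chosen after the results were seen, as were chromosomes X, 6 and 11, the locus on chromosome 17 and the ribosomal protein pattern itself. The limits by which several tests were judged, such as the bootstrap interval of GC content and the intervals on chromosome X, were also set after first values had been seen, and the list of ribosomal protein genes was narrowed after a first list of 144 genes had given 39.6%.

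The 15 genes named in the paper's main text were placed in mm9. In the 5 kb upstream of the TSS, 10 of them had 0 bp covered in every line, namely Tcf3 (which encodes E2a), Sfpi1 (PU.1), Suz12, Mtf2 (Pcl2), Uty (on chromosome Y), Cdkn2a, Cdkn1a, Bbc3, Trp53 and Dnmt3l. Id2, on chromosome 12 from 25778666 to 25780957, was covered over 1407 bp in the parental line, 2457 bp in R100, 2957 bp in R500, 1557 bp in R1000 and 2007 bp in R4000. Myc was covered over 0, 600, 550, 100 and 200 bp in the same order, and within 2 kb on both sides of its TSS over 1100, 2546, 2496, 1550 and 1300 bp. Tcf3, on chromosome 10 from 79872259 to 79896392, had 200 bp covered in R100 and 300 bp in R500 within 2 kb of its TSS, and none in the parental, R1000 and R4000 lines. Dnmt3a had 200 bp covered upstream in R100, 100 bp in R500 and 50 bp in R4000, and Dnmt3b had 200 bp in R100. Ezh2 had 50 bp covered in R1000. Of the 10 genes without upstream coverage, 4 had none within 2 kb of the TSS either, namely Sfpi1, Uty, Cdkn2a and Bbc3. Besides Tcf3, the others had coverage within 2 kb over 50 bp in R500 (Suz12), over 100 bp in R100 and R500 and 50 bp in R1000 (Mtf2), over 100 bp in R100 and 50 bp in R1000 (Cdkn1a), over 200, 50 and 100 bp in R100, R500 and R1000 (Trp53), and over 50 bp in R100 (Dnmt3l). In this window Dnmt3b was covered over 550 bp in R100, 250 bp in R500 and 300 bp in R4000, Dnmt3a over 50, 100 and 50 bp in the same 3 lines, Ezh2 over 50 bp in R1000, and Id2 over 407, 707, 707, 607 and 307 bp in the 5 lines. The lines were derived from a Cdkn2a knockout, so the absence of peaks at Cdkn2a carries little information on the mark.

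Ribosomal protein promoters stood out only in the window that includes the sequence downstream of the TSS, with 66.3% K2-like within 2 kb on both sides. Of the 83 ribosomal protein promoters, 43.4% were covered in R1000 and 50.6% in R4000, against 6.92% and 5.50% of all protein-coding genes. GC content as the cause is argued against by GC-matched lists, which had a mean of 15.8% K2-like and a maximum of 31.3% among 10000. Reads shared with processed pseudogenes would fall in exons. Of the bases covered in R100 at the 55 K2-like ribosomal protein genes, 55.1% lay outside exons, fewer than the 73.3% of the windows that lie outside exons. Counting only bases over 200 bp from any exon, 20.5% (95% CI 13.2 to 30.4%) of the ribosomal protein promoters were K2-like, against 7.19% of all protein-coding genes and at most 19.3% in 10000 random lists. Shared reads are therefore argued against as the whole cause, and the excess in exons leaves a part of it open. A bias of ChIP-seq toward highly transcribed or open promoters was not tested, as neither input libraries nor expression were analysed here. A biological difference between the lines stays open, untested.

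Chromosome X held 0.631% of the peaks in the parental line, 0.711% in R100, 0.681% in R500, 0.625% in R1000 and 0.543% in R4000, against 4.16% of the protein-coding genes. A lack of GC-rich promoters on chromosome X is argued against as the whole cause, since autosomal promoters matched on GC content were covered within 2 kb of the TSS in 12.2% of cases in R100, against 3.65% on chromosome X (95% CI 2.62 to 5.05%). In each of the 5 lines the share on chromosome X lay below all 10000 GC-matched draws. A single copy of chromosome X under a fixed threshold would make the deficit smaller in longer lists. The deficit against the share of genes was 5.86-fold in R100 (95% CI 5.06 to 6.78) and 7.68-fold in R4000 (95% CI 5.58 to 10.6). It was 6.12-fold in R500, 6.60-fold in the parental line and 6.66-fold in R1000, so it rose as the lists became shorter. This order is the one the explanation predicts, but the intervals overlap. The explanation therefore cannot be told apart from an equal deficit in all lines. Mappability was not tested, and no biological explanation was tested.

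The share of peaks on a chromosome changed between the parental line and R100, from 7.19% to 10.6% on chromosome 11 and from 12.2% to 9.40% on chromosome 6. Over the 19 autosomes, the log2 ratio of the R100 share to the parental share rose with the GC content of the chromosome, with Pearson's r = 0.782 (permutation test, two-sided, p = 0.00011, adjusted p = 0.00044) and Spearman's rho = 0.756 (permutation p = 0.00025, adjusted p = 0.001). Without the 2 chromosomes farthest from the median GC content, r was 0.769. The same relation was computed for each of the 4 resistant lines, and the p-values were adjusted over the 4 by the Benjamini-Hochberg method. Pearson's r was 0.632 in R500 (permutation p = 0.00397, adjusted p = 0.00794), 0.487 in R1000 (permutation p = 0.0345, adjusted p = 0.0345) and 0.509 in R4000 (permutation p = 0.0251, adjusted p = 0.0334). Spearman's rho was 0.698 in R500 (permutation p = 0.00122, adjusted p = 0.00244), 0.551 in R1000 (permutation p = 0.0157, adjusted p = 0.021) and 0.402 in R4000 (permutation p = 0.0879, adjusted p = 0.0879). Without the same 2 chromosomes r was 0.719 in R500, 0.663 in R1000 and 0.345 in R4000, so the relation in R4000 depends in part on those chromosomes. All 4 relations share the parental list, so a property of that list alone would give all of them, and chromosomes of 1 list are not replicates. The values are consistent with a GC-dependent difference between the R100 and parental lists, which may be a bias of the libraries or a gain of H3K27me3 at GC-rich sequence. A gain of copies of chromosome 11 is not needed to place it, since it lay 0.387 prediction errors above the line through the other autosomes. From the lists alone a gain cannot be told apart from GC content there, as chromosome 11 is the most GC-rich autosome. The paper reports that its whole-genome sequencing found no potential copy number variations in any line, which argues against such a gain.

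The peaks of the resistant lines were also richer in GC, with a median of 49.3% in the parental line, 54.0% in R100, 53.0% in R500, 52.0% in R1000 and 54.0% in R4000. More peaks near the TSS are argued against as the whole cause. Among peaks over 5 kb from any TSS, the median in R100 lay 5.00 percentage points above the parental median of 47.0% (bootstrap 95% interval 4.33 to 5.67). A bias of the libraries toward GC-rich fragments was not tested, and a biological difference between the lines stays open.

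The widest peak of each resistant line, of 5950 or 6000 bp, lay at the same locus, on chromosome 17 from 39979851 to 39985850, which overlaps the pseudogene AY036118 with 714 exonic bp. The parental line covered 1750 bp of it. Reads from further copies of this sequence would widen the peak. The assembly held 1 other match of at least 500 bp and 90% identity, of 908 bp on chromosome 6, so few copies were found in the assembly. Copies missing from the assembly cannot be told apart from H3K27me3 at this locus by the lists alone, and no biological explanation was tested.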
